A study of Mus with 2 samples. Its data were reported in "ID2 and HIF-1α collaborate to protect quiescent hematopoietic stem cells from activation, differentiation, and exhaustion" (2022).

How the data were processed

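Hematopoietic stem cells (HSCs) were sorted from mouse bone marrow as LSK FLT3– CD150+ CD48– cells, that is lineage-negative Sca-1+ c-Kit+ cells further selected on 3 surface proteins. Per the labels, 1000 cells per genotype were sorted from a pool of 5 mice aged 8 to 12 weeks and captured on the 10x Genomics Chromium, which tags each RNA molecule with a cell barcode and a unique molecular identifier (UMI). The genotypes were Mx1-Cre Id2+/+ and Mx1-Cre with Id2 deleted, with 1 library each. Mx1-Cre is a recombinase switched on by poly(I:C). One clause of the labels' text on the Id2-deleted sample names Id2+/+ bones as the source. Its title and genotype field state the deletion, and these set the group.

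The deposited values are raw UMI counts per gene and barcode, with no normalization. The authors deposited 1 count matrix per library with 737280 barcodes and 27998 genes, the gene lists being identical, and no call of cells was included. The aligner, the counting software and the genome build are not given in the sources used here. No coordinates are therefore printed. Gene biotypes were taken from RefSeq for GRCm38.p6, matched by symbol or by a synonym of a single gene. This matched 23888 of 27998 rows, which held 98.0% of the UMIs of the retained cells. For a symbol that occurs on more than 1 row, the first was used.

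A barcode was called a cell when it had at least 10% of the UMI count at the 99th percentile of the 1000 deepest barcodes of its library. Cells with 10% or more mitochondrial UMIs were left out. Empty droplets were barcodes with 1 to 100 UMIs. Cells of both libraries were clustered together on the log of counts scaled to 10000 per cell, using the 2000 most variable genes, 20 principal components, 15 neighbours and the Leiden method at resolution 1. A cluster was removed as another cell type when at least 4 markers of that type lay above a log2 fold of 1 over the other cells, in at least 25% of its cells, and its HSC markers were lower on average. The retained cells were clustered again at resolution 0.8 with seed 0. For each cluster only the class with the highest mean log2 fold of its markers was considered. The cluster received that name when at least 3 markers of the class passed a log2 fold of 0.5 in at least 10% of its cells and no other class or cell type had more markers among its 10 leading genes. An alternative added after the classes were seen considered every class and took the one with most markers past the fold. Folds between clusters used the mean over cells of each cell's CPM, with 10 CPM added. The marker lists, the gene lists, the thresholds for cells, resolution 0.8 and the rule for named genes were fixed before the data were examined. The thresholds of the removal and naming rules, the weighting of cells in the folds, resolution 1 for the first clustering and the numbers of components and neighbours were set after clusters had been seen. No doublet caller was used in the reported values. Scrublet, run as an alternative, marked 2 of 333 cells in the Id2+/+ library and 1 of 625 in the Id2-deleted library.

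Counts were summed over the cells of a library and given as CPM with exact Poisson intervals. Ratios are Id2 deleted over Id2+/+ with the exact conditional interval. Shares have exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only. With 1 library per genotype there is no replicate check, so no test between genotypes was run and no p-value is given. Limits for a count of 0 use 3 counts. To compare shares of cells with a UMI, each cell was thinned at random to 5800 UMIs, the 10th percentile of retained cells rounded down to a multiple of 100, and shallower cells were left out. The log2 ratios of gene lists had 0.5 added to each count and used genes with at least 20 UMIs over both libraries. The median of a list was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these 2 libraries. Its counting interval came from 1000 Poisson redraws.

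Genes are named in the text when the study's comparisons name them. Also named are the 5 highest and the 5 lowest log2 ratios among genes with a mean of at least 50 CPM and a UMI in at least 5% of the retained cells of either library. Sex-linked, mitochondrial and ribosomal protein genes, their pseudogenes, and markers of other cell types were left out of that ranking. A ribosomal pseudogene was recognised by the symbol in the files or in RefSeq, so pseudogenes whose names do not show a parent gene stayed in.

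The interval and the list percentile were tested on counts simulated from the summed profiles of the retained cells. Over 10458 genes, of which 200 were changed by a fold of 2, the interval held the true ratio for 95.1% of genes and excluded 1 for 84.5% of the changed genes. A list of 40 genes shifted by 0.4 on the log2 scale fell at percentile 100, and 2 of 40 unshifted lists fell outside the central 95%. The counts were drawn independently per gene from a Poisson law, the model behind the interval, so coverage near 95% was built in. UMIs gathered in a few cells, and lists whose genes move together, were not simulated. The simulation therefore does not show how the interval or the percentile behaves for them.

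The alternatives covered the calling of cells, the mitochondrial limit, doublets, the removal of other cell types, the scaling of counts, the weighting of cells, free RNA, the filter on low genes, the thinning depth, the UMIs that make a cell positive, and the clustering. Scaling within each library, clustering each library on its own, splitting cells by sex-linked UMIs and using HSC-like cells alone were added after the data had been seen. The tools were Python 3.11.15, scanpy 1.11.5, scikit-learn 1.9.0, scipy 1.17.1, igraph 0.11.9 and, for the trimmed mean of M-values (TMM), edgeR 4.0.16 in R 4.3.3.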

Results

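Sorted HSCs of Id2+/+ mice, and of mice that had lost Id2, an inhibitor of DNA binding, were profiled cell by cell for RNA. The question was whether HSCs without Id2 leave quiescence, become activated and change their metabolism. Each genotype was represented by 1 library from 5 pooled mice, so differences between the libraries have no replicate check and the intervals cover counting error only. The Id2+/+ library held 8612217 UMIs and the Id2-deleted library held 17140713. Called cells numbered 349 and 632 and held 47.7% and 69.3% of these UMIs. The labels give 383 and 686 analyzed cells.

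Id2 (ENSMUSG00000020644) was examined first. The retained Id2+/+ cells had 22 Id2 UMIs, or 10.3 CPM (95% interval 6.46 to 15.6), found in 20 of 262 cells (7.63%, 4.72 to 11.5). No Id2 UMI was found in 416 retained Id2-deleted cells, which allows up to 0.721% of cells with a UMI. Against a floor of 3 counts over that library's retained cells, Id2 was at least 16.1-fold lower. Over all barcodes of the Id2-deleted library there were 4 Id2 UMIs, compared with 99 in the Id2+/+ library. The deleted segment lies upstream of the last exon, where a 3′ tag is read, so these counts alone do not check the deletion. In the empty droplets of the Id2+/+ library Id2 stood at 8.28 CPM, close to the level in cells. Free RNA, put at 10.5% of the UMIs of these cells by haemoglobin levels, would give only a small part of their Id2 UMIs.

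Other cell types were present in the sort and were removed by cluster. After the mitochondrial limit 333 Id2+/+ and 625 Id2-deleted cells were left. Neutrophil-like cells, with Elane, Mpo and S100a8 among their markers, made up 8.11% (5.41 to 11.6) and 6.40% (4.61 to 8.61). Haemoglobin-rich cells made up 2.70% (1.24 to 5.07) and 2.08% (1.11 to 3.53). A further kind expressed Klf1, Car1 and Epor, had 0.853% and 0.745% of its UMIs in haemoglobin genes, and was named erythroid-like with the haemoglobin-rich cells. It made up 10.5% (7.43 to 14.3) of Id2+/+ cells and 156 of 625 Id2-deleted cells (21.6% to 28.5%). Its median depth was 37549 and 40038.5 UMIs, and it held 33.0% and 53.3% of the UMIs of the cells under the mitochondrial limit. The sort selects for stem cells, so these shares describe the captured cells and not the marrow. All erythroid-like cells together made up 13.2% (9.77 to 17.3) and 27.0% (23.6 to 30.7). The Id2+/+ share moved most without the mitochondrial filter, to 17.2%, and the Id2-deleted share with the number of cells in the labels, to 25.4%. The retained cells numbered 262 and 416, with a median of 7081 and 9663 UMIs and of 2666 and 3109 genes. Leaving every cell type in moved the number of cells most, to 333 and 625.

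The study asked whether HSCs, activated HSCs and platelet-biased HSCs take different shares of the cells in the 2 genotypes. The retained cells formed 7 clusters, of which 5, holding 87.3% of the cells, had over 95% of their cells from 1 library. Among the 15 nearest neighbours of Id2+/+ cells 89.2% were from the same library, which supplied 38.6% of the cells. For Id2-deleted cells the share was 99.6%, against 61.4% of the cells. HSC-like cells made up 67.9% (61.9 to 73.5) of the Id2+/+ library and 49.3% (44.4 to 54.2) of the Id2-deleted library. These came from 2 clusters, one with 172 Id2+/+ cells led by Fos, Dusp1 and Jun, and one with 205 Id2-deleted and 6 Id2+/+ cells led by Cd74, Iigp1 and H2-Aa. Activated HSC-like cells made up 3.44% (1.58 to 6.42) and 30.3% (25.9 to 35.0). Platelet-biased HSC-like cells made up 27.1% (21.8 to 32.9) and 13.9% (10.8 to 17.6), and came from 1 cluster per library. The Id2+/+ one had 2 platelet and 2 activated markers among its 10 leading genes. A cluster left unnamed held 1.53% (0.418 to 3.86) and 6.49% (4.32 to 9.30). Since the clusters follow the libraries, a difference in these shares cannot be told from a difference between the libraries. When each gene was scaled within its library, an alternative added after the data had been seen, the libraries mixed, with 43.1% and 63.9% of neighbours from the same library. HSC-like cells then made up 31.7% (26.1 to 37.7) and 28.8% (24.5 to 33.5), activated HSC-like cells 18.3% (13.8 to 23.5) and 24.5% (20.5 to 28.9), and platelet-biased HSC-like cells 22.9% (18.0 to 28.5) and 27.4% (23.2 to 32.0). Each of these 3 pairs overlapped within its counting intervals. This scaling gives each gene the same mean in both libraries, so the mixing is partly built in. A true difference in class shares can be removed with it, so the overlap does not show equal shares. A cluster left unnamed then held 27.1% (21.8 to 32.9) and 19.2% (15.6 to 23.4). It had 4 activated markers past the fold and Sox4 and Cd34 among its leading genes, but its highest mean fold was for the HSC markers. Named by the number of markers instead, it raised the activated HSC-like shares to 45.4% (39.3 to 51.7) and 43.8% (38.9 to 48.7). The same limit of the scaling applies to these shares. The alternative that moved a share most was resolution 0.5, which left 69.5% of Id2-deleted cells unnamed and 0% in the HSC-like class. K-means gave 67.1% and 0%, and the call of barcodes with at least 1000 UMIs and 500 genes gave 54.3% and 0.187%.

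**Figure D1:**
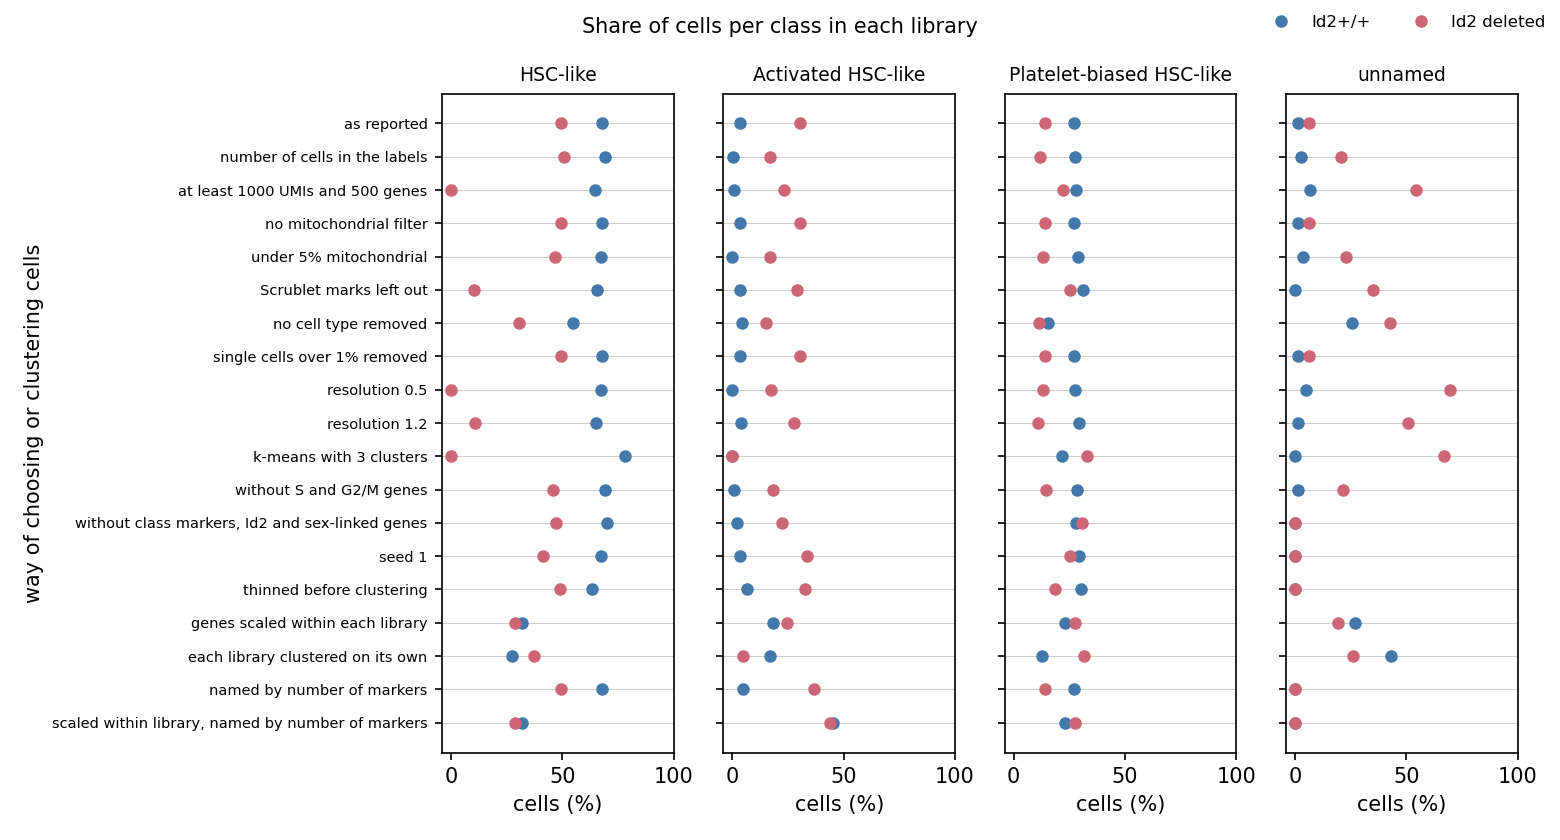
Share of cells (%, x axis) per class in the Id2+/+ (blue) and Id2-deleted (red) libraries, 1 point per library, for each way of choosing or clustering the cells (y axis). The HSC-like share of the Id2-deleted library runs from 0% to 50.6% over the alternatives, against 49.3% as reported.

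The study also compared the shares of cells with Myc and with Cd34. Without thinning, a Myc UMI was found in 131 of 262 Id2+/+ cells (43.8% to 56.2%) and 63.9% (59.1 to 68.6) of Id2-deleted cells, and a Cd34 UMI in 54.2% (48.0 to 60.3) and 64.4% (59.6 to 69.0). At 5800 UMIs per cell, which left out 66 Id2+/+ cells and 0 Id2-deleted cells, the Myc shares were 47.4% (40.3 to 54.7) and 48.8% (43.9 to 53.7). The Cd34 shares were 49.0% (41.8 to 56.2) and 51.7% (46.8 to 56.6). Neither difference was larger than the counting intervals. Over 20 random draws the Id2-deleted library was higher for Myc by 0.412 to 8.25 percentage points, and for Cd34 the difference ran from -2.80 to 4.35. In erythroid-like cells at the same 5800 UMIs, with median depths of 33769.5 and 38755 before thinning, Cd34 was found in 4.76% (0.582 to 16.2) and 2.96% (0.967 to 6.77) of cells. Myc was found in 26.2% (13.9 to 42.0) and 27.2% (20.7 to 34.6) of them. Requiring 2 UMIs moved the shares most, to 23.0% and 21.9% for Myc and 21.9% and 22.4% for Cd34.

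**Figure D2:**
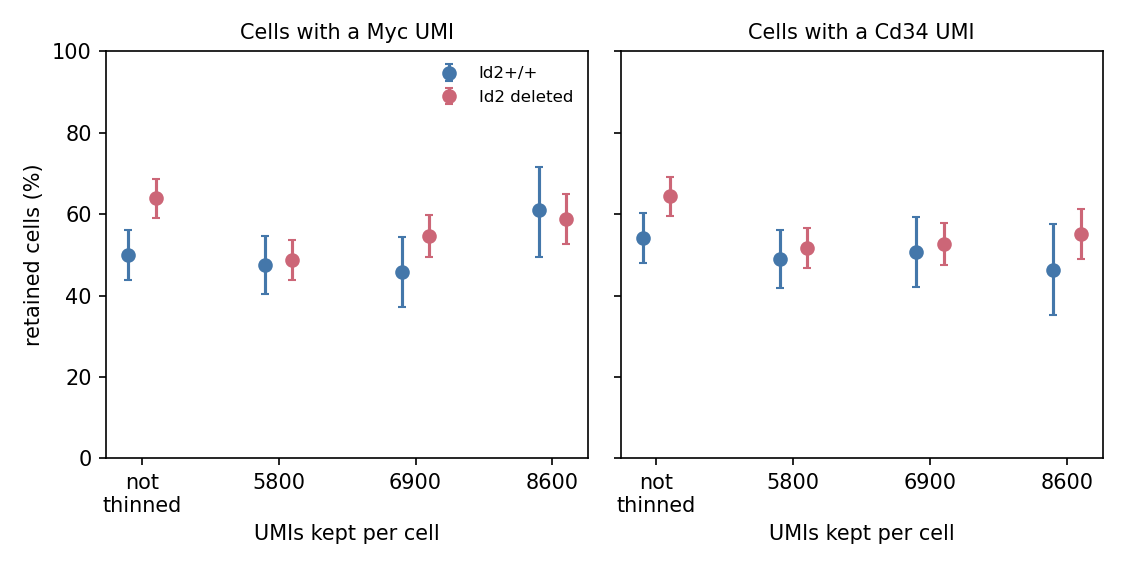
Share of retained cells (%, y axis) with at least 1 Myc or Cd34 UMI, unthinned and at 3 thinned depths (UMIs kept per cell, x axis), in the Id2+/+ (blue) and Id2-deleted (red) libraries; bars are exact 95% binomial intervals. Unthinned, Cd34 stands at 54.2% and 64.4%, and at 5800 UMIs at 49.0% and 51.7%.

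In summed counts of the retained cells, Myc (ENSMUSG00000022346) had 139 CPM (124 to 156) in the Id2+/+ library and 136 CPM (125 to 147) in the Id2-deleted library, a ratio of 0.975 (0.848 to 1.12). Cd34 (ENSMUSG00000016494) had 139 CPM (123 to 155) and 129 CPM (119 to 140), a ratio of 0.929 (0.807 to 1.07). Of the cyclins the study names, Ccnb1 (ENSMUSG00000041431) rose from 34.7 CPM (27.2 to 43.5) to 58.5 CPM (51.8 to 65.8), a ratio of 1.69 (1.30 to 2.21). The ratios of Ccnd2, at 1.07 (0.989 to 1.17), Ccnd1, at 1.23 (0.946 to 1.62), and Ccna2, at 1.14 (0.890 to 1.47), were within counting error of 1. Ccne1 (ENSMUSG00000002068) was lower, with 28.6 CPM (21.9 to 36.7) and 18.6 CPM (14.9 to 22.9) and a ratio of 0.649 (0.463 to 0.916). These values depended on other cells in the libraries. Over all called cells under the mitochondrial limit, Ccne1 had a ratio of 1.43 (1.28 to 1.60) and Ccna2 one of 1.47 (1.33 to 1.63). In empty droplets Ccne1 stood at 241 and 176 CPM and Ccnb1 at 293 and 298 CPM, above their levels in the retained cells. Subtracting the profile of empty droplets moved the ratios of Ccnb1 and Ccne1 most, to 10.1 and 2.59, when the Id2+/+ library had only 8.44 and 7.05 UMIs left. Hif1a (ENSMUSG00000021109) had 22.5 CPM (16.6 to 29.8) and 24.3 CPM (20.1 to 29.2), a ratio of 1.08 (0.765 to 1.55).

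**Figure D3:**
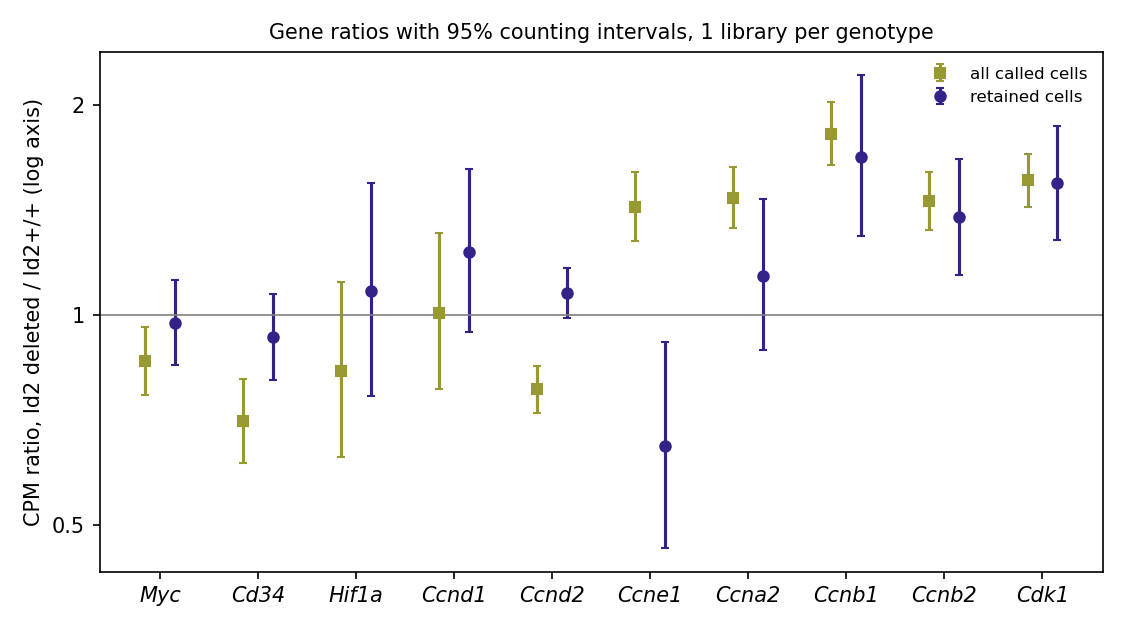
Ratio of CPM, Id2 deleted over Id2+/+ (log y axis), for 10 genes (x axis) over all called cells (squares) and over the retained cells (circles), with exact 95% counting intervals. Ccne1 lies at 1.43 over all called cells and at 0.649 over the retained cells.

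The class genes were also compared without clusters. Hlf, Cdkn1c and Pml, which mark HSCs, had ratios of 0.635 (0.545 to 0.741), 0.769 (0.597 to 0.995) and 0.700 (0.535 to 0.919). Among the genes of activated HSCs, Sox4 had a ratio of 0.751 (0.682 to 0.827) and Ccnb2 one of 1.38 (1.14 to 1.68). Among those of platelet-biased HSCs, Pf4 had a ratio of 1.59 (1.51 to 1.67), Cdk1 one of 1.55 (1.28 to 1.87) and Vwf one of 1.23 (0.917 to 1.68). The ratio of Pf4 was 0.661 (0.623 to 0.701) in cells with Xist and no Y-linked UMIs and 5.93 (5.19 to 6.81) in cells with Y-linked and no Xist UMIs. For Sox4 these ratios were 1.23 (1.04 to 1.47) and 0.695 (0.580 to 0.833). Ccnb2 had a ratio of 0.576 (0.332 to 0.992) in HSC-like cells alone. Cdkn1c had one of 1.31 (0.819 to 2.19) in the Xist cells and one of 0.489 (0.288 to 0.819) in the cells with Y-linked UMIs.

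Gene lists were used to ask about cycling, quiescence and metabolism. The median log2 ratio of all 10458 genes tested was -0.08, and 0.02 under TMM scaling. The S list, of 36 genes, had a median log2 ratio of 0.36 (0.28 to 0.43) at percentile 100 of matched random lists. The G2/M list, of 43 genes, had a median of 0.44 (0.31 to 0.49), also at percentile 100. The quiescence list, of 25 genes, had a median of -0.42 (-0.51 to -0.29) at percentile 0, with 4 genes above 0. The nuclear oxidative phosphorylation list, with 90 genes tested, had a median of 0.28 (0.26 to 0.31) at percentile 100, and its matched random lists had a central 95% range of 0.05 to 0.15. HIF-1 targets, with 37 genes tested, had a median of -0.01 (-0.11 to 0.06) at percentile 40.5, so no shift was detectable. The mean of this list was -0.14, and 18 of its genes were above 0. The study's statements on HIF-1 targets, oxidative phosphorylation, growth and quiescence genes come mainly from separate RNA-Seq of HSCs, not from these libraries. The ratios below therefore do not repeat its measurement. Of the targets the study names, Aldh2 had a ratio of 0.965 (0.900 to 1.03), Slc2a1 one of 0.705 (0.471 to 1.06) and Hk3 one of 0.585 (0.319 to 1.09). Those of Pdk1, at 1.15 (0.889 to 1.504), and Gss, at 1.24 (0.817 to 1.92), lay above 1, and all 5 intervals included 1. The study's discussion also counts p57, encoded by Cdkn1c, and Foxo among the targets. Cdkn1c had a ratio of 0.769 (0.597 to 0.995), an interval below 1. Its ratios in Xist cells and in cells with Y-linked UMIs lay on opposite sides of 1. The named oxidative phosphorylation genes had ratios of 1.52 (0.997 to 2.39) for Cox10, 1.26 (1.12 to 1.41) for Cyc1 and 1.27 (1.04 to 1.55) for Ppa2. The rise of Cyc1 was not confined to the retained cells, with 1.22 (1.11 to 1.34) in erythroid-like cells. Cox10 had 1.32 (0.843 to 2.15) and Ppa2 0.905 (0.750 to 1.10) in those cells. Cyc1 had a ratio of 1.04 (0.881 to 1.24) in Xist cells and 1.48 (1.19 to 1.84) in cells with Y-linked UMIs. In the retained cells the named quiescence genes had ratios of 0.808 (0.511 to 1.30) for Atm, 1.06 (0.712 to 1.60) for Atr and 0.728 (0.452 to 1.19) for Foxo1. Mcm10, named for growth, had a ratio of 1.29 (0.755 to 2.31). Leaving in all cell types moved the HIF-1 median most, to -0.41. In HSC-like cells alone the G2/M median was -0.15, below 0, and the S median was 0.08. The naming of these clusters uses cell-cycle markers of the other classes.

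Technical lists were compared in the same way. The dissociation stress list, with 17 genes tested, had a median log2 ratio of -1.14 (-1.54 to -0.74) at percentile 0. The interferon response list, with 21 genes tested, had a median of -0.02 (-0.21 to 0.12) at percentile 67.2. Egr1 belongs to both the stress and the quiescence list. Xist without Y-linked UMIs was found in 32.1% (26.5 to 38.1) of retained Id2+/+ cells and 55.5% (50.6 to 60.4) of Id2-deleted cells, and Y-linked UMIs without Xist in 35.5% (29.7 to 41.6) and 21.6% (17.8 to 25.9). Both pools therefore held cells of both sexes, in different proportions.

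By the ranking rule, the 5 genes with the highest ratios were Nt5dc2, Mt1, Top2a, Lgals1 and 2810417H13Rik, which RefSeq names Pclaf. Their log2 ratios ran from 1.03 (0.66 to 1.42) for Nt5dc2 to 0.76 (0.48 to 1.06) for 2810417H13Rik. All but Lgals1 stood higher in empty droplets than in the retained cells of both libraries. Nt5dc2 had 34.2 CPM in Id2+/+ cells, an interval of 62.6 to 78.0 CPM in Id2-deleted cells, and 77.8 and 83.7 CPM in empty droplets. Mt1 had 36.6 and 73.6 against 243 and 351 CPM. Top2a had 60.0 and 115 against 143 and 184 CPM, and 2810417H13Rik had 59.5 and 101 against 179 and 250.3 CPM. Subtracting the empty-droplet profile raised the ratios, to 2.38 for Nt5dc2, 4.68 for Mt1, 2.20 for Top2a and 2.03 for 2810417H13Rik. By this estimate free RNA does not create these rises. In HSC-like cells alone the ratio was 1.22 (0.725 to 2.11) for Nt5dc2 and 1.33 (0.881 to 2.03) for Mt1. It was 1.02 (0.466 to 2.33) for 2810417H13Rik, and all these intervals include 1. The ratios of Top2a and Lgals1 stayed within their reported intervals there. The lowest ratio of the ranking was that of Fos, which went from 211 CPM (192 to 231) to 35.2 CPM (30.0 to 41.0), a log2 ratio of -2.58 (-2.85 to -2.32). The other 4 were Gm10116, Gm17541, Gm6133 and Gm15013, all pseudogenes in RefSeq, with log2 ratios from -2.24 (-2.46 to -2.02) for Gm10116 to -2.00 (-2.11 to -1.90) for Gm15013. Reads of a pseudogene can be shared with its parent gene, so these 4 values are uncertain.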

Values the study reported

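From single-cell RNA-Seq of HSCs purified 2 weeks after pIpC treatment, the study described 3 classes of HSCs. It reported enrichment of the activated and platelet-biased classes, and higher Cd34 and cell-cycle gene expression, in the cells without Id2, without stating values for these in its text. Its statements on HIF-1 targets, oxidative phosphorylation and quiescence genes rest mainly on separate RNA-Seq of HSCs. Myc, Cd34 and Hif1a were also measured by qRT-PCR in that study.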

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

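The comparisons between cells with Xist and cells with Y-linked UMIs, and those involving free RNA in this part, were looked at only after the results had been seen, except the subtraction of the empty-droplet profile, which was planned.

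The report uses barcodes with 1 to 100 UMIs for levels in empty droplets, the subtracted profile and the share of free RNA. They held 46.3% of the UMIs of the Id2+/+ library and 22.4% of those of the Id2-deleted library. Such UMIs are expected from free RNA of broken cells. Haemoglobin levels put the share of free RNA among the UMIs of retained cells at 10.5% and 5.41%. Transcripts of the erythroid-like cells in this free RNA may add cyclin UMIs to the retained cells, and more so in the Id2+/+ library. The planned subtraction of this profile gave a Ccne1 ratio of 2.59 in place of 0.649. Only 7.05 and 42.4 Ccne1 UMIs were left after it, so the size of this ratio is poorly set. Whether the larger share in the Id2+/+ library comes from damage to cells in 1 run or from the genotype cannot be separated with 1 library each, and no biological explanation was tested.

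Pf4 and Sox4 stood out because their ratios lay on opposite sides of 1 in cells with Xist and in cells with Y-linked UMIs. The difference between the sexes was not tested, since cells of 1 library are not replicates. The Pf4 ratio was 0.661 in Xist cells and 5.93 in cells with Y-linked UMIs, and the Sox4 ratio was 1.23 and 0.695. The 2 groups of cells differed most within the Id2+/+ library, where Pf4 in Xist cells had 2079 CPM (1980 to 2183) and Y-linked cells had 344 CPM (302 to 390), against 1374 and 2039 CPM in the Id2-deleted library. A single cell gave 20.5% of the Pf4 UMIs of the Id2+/+ cells with Xist and 39.0% of those with Y-linked UMIs, so few cells set these values. The Id2+/+ cells with Xist were also deeper, with a median of 8082 UMIs against 6483. With 5 mice per pool and no mark of the animal, sex may stand for a few animals that gave many platelet-biased cells. Sex, animal and genotype remain open as sources. The Pf4 ratio of all retained cells, 1.59, also counts the cells with both or neither kind of sex-linked UMI.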

How the results depend on the processing

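The alternatives below were planned, except scaling within each library, clustering each library on its own, naming clusters by the number of markers, the 2 sex subsets and HSC-like cells alone, which were chosen after seeing the data. No paired analysis was possible because each genotype has 1 library. Over all results and alternatives, 797 of 985 values stayed within the counting interval or 1.5-fold limit of the reported value, 180 moved outside it, and 8 crossed no change although the reported interval excluded it. Only these 8 are described below as on the other side. The cause of a move was not tested unless stated.

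Class shares were the least stable results. Pairs are Id2+/+ then Id2 deleted, and a single value names its library. With the number of cells in the labels they were activated HSC-like 0.355% and 17.0%, and unnamed 20.7% (Id2 deleted). At 1000 UMIs and 500 genes they were HSC-like 0.187% (Id2 deleted), activated 0.671% and 23.4%, platelet-biased 22.1% (Id2 deleted), and unnamed 6.71% and 54.3%. Under 5% mitochondrial UMIs they were activated 0% and 17.1%, and unnamed 23.1% (Id2 deleted). Without the cells that Scrublet marked they were HSC-like 10.3% (Id2 deleted), platelet-biased 25.5% (Id2 deleted), and unnamed 0% and 35.1%. With no cell type removed they were HSC-like 54.7% and 30.7%, activated 15.2% (Id2 deleted), platelet-biased 15.3% (Id2+/+), and unnamed 25.8% and 42.7%. Resolution 0.5 gave HSC-like 0% (Id2 deleted), activated 0% and 17.3%, and unnamed 4.96% and 69.5%. Resolution 1.2 gave HSC-like 10.6% and unnamed 51.0%, both for Id2 deleted. K-means with 3 clusters gave HSC-like 78.2% and 0%, activated 0% and 0%, platelet-biased 21.8% and 32.9%, and unnamed 0% and 67.1%. Without S and G2/M genes they were activated 0.763% and 18.3%, and unnamed 21.6% (Id2 deleted). Without class markers, Id2 and sex-linked genes they were activated 22.4% and platelet-biased 30.5% for Id2 deleted, and unnamed 0% and 0%. Seed 1 alone gave HSC-like 41.1% and platelet-biased 25.5% for Id2 deleted, and unnamed 0% and 0%. Thinning before clustering gave activated 6.63% (Id2+/+), platelet-biased 18.8% (Id2 deleted), and unnamed 0% and 0%. Scaling within each library gave HSC-like 31.7% and 28.8%, activated 18.3% and 24.5%, platelet-biased 27.4% (Id2 deleted), and unnamed 27.1% and 19.2%. Each library on its own gave HSC-like 27.5% and 37.3%, activated 16.8% and 4.81%, platelet-biased 12.6% and 31.7%, and unnamed 43.1% and 26.2%. Naming the reported clusters by the number of markers gave activated 36.8% (Id2 deleted), and unnamed 0% and 0%. With scaling within each library it gave HSC-like 31.7% and 28.8%, activated 45.4% and 43.8%, platelet-biased 27.4% (Id2 deleted), and unnamed 0% and 0%. The order of the HSC-like and activated shares was thus opposite when each library was clustered on its own, and that of the activated shares also in the last alternative. That of the platelet-biased shares was opposite under k-means, without the class markers, and under both added clusterings. Scaling within each library gives each gene the same mean in both libraries. The orders seen under it, the last alternative included, therefore cannot speak to the genotypes.

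With no cell type removed there were 625 Id2-deleted cells. The ratios were then 0.782 for Ccnd2, 1.43 for Ccne1, on the other side of 1, 1.47 for Ccna2 and 0.705 for Cd34. The list medians were 0.64 for G2/M genes, -0.76 for quiescence genes, -0.41 for HIF-1 targets and -1.73 for stress genes. The Myc share of Id2-deleted cells was 42.1%, and the Cd34 shares were 33.2% and 33.1%. The added cells are the cause by construction.

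TMM scaling moved the median of all genes from -0.08 to 0.02 and raised all list medians alike, to 0.46 for S genes, 0.55 for G2/M genes, 0.39 for oxidative phosphorylation and 0.0940 for HIF-1 targets. The mean over cells of their own CPM gave 0.44 for S genes. Subtracting the empty-droplet profile gave ratios of 10.1 for Ccnb1, 2.59 for Ccne1, on the other side of 1, and 1.64 for Ccna2. It gave medians of 0.56 for S genes, 0.71 for G2/M genes and 0.32 for oxidative phosphorylation.

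Without thinning the Id2-deleted shares were 63.9% for Myc and 64.4% for Cd34. At the 25th percentile of depth the Myc shares were 45.7% and 54.6% and the Cd34 shares 50.7% and 52.7%. At the 50th percentile the Myc shares were 61.0% and 58.9% and the Cd34 shares 46.3% and 55.1%. Each of these shares is from a single draw. Over 20 draws the Myc share was higher in the Id2-deleted library in 16 at the 25th percentile and in 18 at the 50th. For Cd34 it was higher in 18 and 19. With 2 UMIs required the shares were 23.0% and 21.9% for Myc and 21.9% and 22.4% for Cd34.

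In cells with Xist and no Y-linked UMIs Id2 stood at 2.54 CPM in the Id2+/+ library, from 2 UMIs. The Ccne1 ratio was 0.424, and the Cd34 share of Id2+/+ cells was 40.5%. The medians were 0.19 for S genes, -0.20 for quiescence genes, 0.20 for oxidative phosphorylation and 0.0645 for HIF-1 targets. The ratios of Cdkn1c, at 1.31, Sox4, at 1.23, and Pf4, at 0.661, were on the other side of 1. In cells with Y-linked and no Xist UMIs the ratios were 0.832 for Myc, 1.19 for Ccnd2 and 1.48 for Ccne1, on the other side of 1. The medians were -0.11 for HIF-1 targets and -0.22 for the interferon list. In HSC-like cells alone the ratio was 2.41 for Ccnb1 and, on the other side of 1, 0.576 for Ccnb2. It was 0.890 for Ccna2 and 1.07 for Cd34, and the reported intervals of these last genes include 1. The medians were 0.0812 for S genes, -0.15 for G2/M genes, on the other side of 0, 0.22 for oxidative phosphorylation and 0.19 for the interferon list, whose reported interval includes 0.

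Calling barcodes with at least 1000 UMIs and 500 genes brought 4 Id2 UMIs into the Id2-deleted library, where the other alternatives had 0. The quiescence median stayed below 0 over its 16 alternatives, from -0.76 to -0.20, the oxidative phosphorylation median above 0, from 0.20 to 0.39, and the S median above 0, from 0.08 to 0.56. The erythroid-like share was 13.2% to 17.2% in the Id2+/+ library and 25.4% to 27.8% in the Id2-deleted library over 5 alternatives. Depth limits the low genes, with Ccne1 resting on 61 and 87 UMIs and Id2 on 22. The Ccne1 ratio ran from 0.424 to 2.59 over its alternatives, wider than its counting interval of 0.463 to 0.916.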

Other observations

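The tests on pseudogenes, on stress genes, on UMIs per cell and on the cyclins were chosen after the results had been seen. Those on the sex of the cells, on the calling of cells and on leaving genes out of the neighbour comparison were written down before their results were seen.

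Pseudogenes took 2.99% of the UMIs of retained Id2+/+ cells and 1.40% of those of Id2-deleted cells, a ratio of 0.469. The ratio was 0.468 in erythroid-like cells and 0.469 in neutrophil-like cells, and 0.667 in empty droplets. A change of the stem cells alone would not give the same ratio in 3 cell types. A candidate explanation is that reads were assigned differently to pseudogenes in the 2 libraries, for example by a different counting version. The labels give neither the aligner nor the annotation build. An effect of Id2 on all 3 cell types was not tested. The 4 pseudogenes among the lowest ratios of the report belong to this pattern.

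Leaving pseudogenes, genes without a RefSeq match, ribosomal protein genes and stress genes out lowered the same-library share of neighbours from 89.2% to 54.3% in the Id2+/+ library, and from 99.6% to 90.4% in the Id2-deleted library. These stay above the 38.6% and 61.4% that mixed libraries would give. Those genes are thus part of what separates the libraries, and not all of it. What separates the rest, genotype included, is open.

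Stress genes were lower in the retained Id2-deleted cells, with a median log2 ratio of -1.14. Stress during isolation may differ between the sorts. The list median was -0.35 (-0.62 to -0.12) in erythroid-like cells and -1.69 (-1.92 to -1.28) in empty droplets, but -0.17 (-0.65 to 0.07) in neutrophil-like cells, whose interval includes 0. With 10 genes in these few cells, isolation stress and genotype cannot be told apart, and 1 run per genotype keeps this open.

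Erythroid-like cells were more frequent in the Id2-deleted library. The different sex make-up of the pools argues poorly for this, as among cells with Y-linked and no Xist UMIs their share was 6.54% (7 of 107 cells) in the Id2+/+ and 24.6% (17.6 to 32.8) in the Id2-deleted library. Among cells with Xist alone it was 12.7% (7.14 to 20.4) and 21.7% (17.4 to 26.6), whose intervals overlap. The UMI threshold is not the cause either. At 1000 UMIs and 500 genes the shares were 14.7% (11.3 to 18.6) and 26.5% (23.4 to 29.7). The haemoglobin-poor kind had Kit at 28.1 and 13.8 CPM and Ly6a at 3.03 and 3.01 CPM, against 122 and 80.0 and 88.6 and 64.9 CPM in the retained cells. These genes mark the sorted phenotype, so the purity of each sort and the genotype both remain open.

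Depth may account for part of the larger unthinned share of Cd34-positive cells in the Id2-deleted library, since at 5800 UMIs the difference averaged 0.989 percentage points over 20 draws and took both signs. At 8600 UMIs, which left 82 Id2+/+ cells, it averaged 5.81 points, with 19 of 20 draws above 0. For Myc the mean difference was 5.02 points at 5800 UMIs, with 20 of 20 draws above 0. At 8600 UMIs it was 2.49 points, with 18 of 20 draws above 0. A depth cut also changes which cells are compared. The main Id2+/+ HSC-like cluster had a median of 6416 UMIs and the platelet-biased one 10598, against 7953 and 13778.5 in the Id2-deleted library. In the first clustering Cd34 had 200 CPM in the cluster led by Jun and 51.2 CPM in that led by F2r. At 8600 UMIs 180 Id2+/+ and 153 Id2-deleted cells were left out. The draws reuse the same cells. The shares of both genes were within counting error at these depths. Depth, the make-up of the cells kept and a small difference therefore cannot be told apart for either. The CPM ratio of Myc, 0.975, shows no rise.

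The erythroid-like cells may also carry part of the cyclin difference. Ccne1 went from a ratio of 1.43 over all called cells to 0.649 in the retained cells, and the free RNA described above leaves open which side of 1 it takes. Ccna2 went from 1.47 to 1.14, with an interval of 0.890 to 1.47 that includes 1 and nearly reaches the ratio over all called cells. Ccnb1 stayed at 1.69, Ccnb2 at 1.38 and Cdk1 at 1.55, all above 1 past counting error, so the removed erythroid-like cells are not the whole cause for these 3. In cells with Xist alone and in cells with Y-linked UMIs alone the ratios were 1.83 (1.19 to 2.95) and 1.68 (1.05 to 2.77) for Ccnb1. They were 1.86 (1.35 to 2.62) and 1.09 (0.747 to 1.60) for Ccnb2, and 1.07 (0.816 to 1.41) and 1.77 (1.25 to 2.56) for Cdk1. The planned subtraction of free RNA gave ratios of 1.87 for Ccnb2, 2.02 for Cdk1 and 10.1 for Ccnb1. Only 8.44 Ccnb1 UMIs were left in the Id2+/+ library after it, and the subtraction can take too much Ccnb1. The size of the Ccnb1 ratio is therefore poorly set.

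All 4 Id2 UMIs of the Id2-deleted library were in 1 barcode of 3245 UMIs, which lay below the call threshold of 6178 UMIs. An undeleted cell, or a fragment of one, would give such a barcode, and no test of this was possible on 1 barcode.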
